A study of Mus musculus with 12 samples.

How the data were processed

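The series holds bulk RNA-seq of regulatory T cells (Tregs), the CD4 T cells marked by the transcription factor Foxp3, from C57BL/6 mice. Per the labels, the cells were sorted by flow cytometry from the injured tendon or the spleen of neonatal and adult animals 14 days after injury and were lysed directly after sorting. RNA was purified with the PicoPure kit and sequenced from Illumina libraries, per the labels' protocols. The 12 libraries fall into 4 groups of 3 by age and tissue, as their titles state: neonatal tendon, neonatal spleen, adult tendon and adult spleen. No label gives a sequencing date, a batch, a litter or a sex.

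The authors deposited whole-number read counts per gene, with the columns that featureCounts writes, per the file headers. The authors also deposited TPM values of the same genes. These equalled the deposited counts divided by the listed gene length and scaled to the same sum in every library, to within 5e-05. The aligner, the annotation release, the genome build, the use of strand and the handling of reads that match several genes are not stated. The tables list 49315 genes, of which 99.5% have an identifier in GENCODE M21 (GRCm38) and 91.4% have the same span there. Coordinates are therefore given on GRCm38, from that match. Counts from overlapping or antisense genes can be mixed because the use of strand is not stated, and 8 of the 59 genes named in the text overlap an exon of another gene. Among those 8, Foxp3 shares exonic sequence with Flicr on the same strand (2354 and 841 counts over all libraries). Il1a shares exonic sequence with Gm14023 on the opposite strand (3426 and 82 counts). Hspa1a has a near-identical neighbour, Hspa1b, and immunoglobulin and T cell receptor segments belong to families of similar sequence, so their values are uncertain. No genes were pooled, and the 176 rows with a blank symbol were kept under their identifiers.

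Total counts per library ranged from 420731 to 18410744, a 43.8-fold range. Counting error was therefore largest in neonatal tendon libraries 2 and 3 and neonatal spleen library 2. The median standard error of a log2 fold change was 0.57 to 0.6 for comparisons of 2 groups and 0.83 for the interaction. Shares of single libraries carry Wilson 95% confidence intervals. A gene at or under 3 counts in every library of a group was treated as at the floor, and its fold change is given only as a lower bound against 3 counts. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules.

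Genes were kept with filterByExpr (minimum count 10), which left 13049. Counts were scaled by the TMM method and fitted with edgeR's quasi-likelihood model with robust dispersion (glmQLFit and glmQLFTest), using 1 mean per group over all 12 libraries. The fit had 5 contrasts: neonatal against adult in tendon and in spleen, tendon against spleen in neonates and in adults, and the age by tissue interaction. The interaction is the age difference in tendon minus the age difference in spleen. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Values per library are CPM scaled by TMM. Age calls in both tissues with the same direction were counted and set beside the number that independent calls would give.

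The 10 functional gene lists cover Treg identity, effector or tissue Tregs, resting lymphoid Tregs, type 1, type 2 and type 17 genes, proliferation, interferon response, growth factors and immediate early genes. They were tested on log2 CPM (prior count 2) with camera at a preset correlation of 0.01, adjusted over 50 tests. A further 9 lists of markers of other cells (tendon fibroblast, macrophage or monocyte, neutrophil, B cell, erythroid, CD8 or NK, skeletal muscle, endothelial, mast cell or basophil) and the genes of both sexes served only as checks. A list of 18 T cell genes was added after the data were seen. Areg, Ahsp and Bcl11b of these lists were not analysed here. The genes named in the text were chosen by a rule. For each contrast it takes the 5 largest and the 5 most negative log2 fold changes among called genes with an average log2 CPM of at least 4 and, for 2 groups, no overlap between their libraries. Members of the lists were named in addition, with Foxp3 in every library. A few genes that the rule or the lists gave are not reported here. The groups, tests, lists, naming rule and most alternative settings were chosen before the data were examined.

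The alternative settings chosen at that time were DESeq2 size factors in the same fit, DESeq2's Wald test, limma-voom with sample quality weights, no filter on low counts, a mean of at least 50 counts, a minimum absolute log2 fold change of 1, and the replicate number as a block. Fits of only the compared groups, the deposited TPM values, and the omission of each library in turn were among them as well. TPM values were tested with limma on log2(TPM + 1) for genes with a mean TPM of at least 1, with a pseudocount of 0.1, and without the filter. For the lists, fry, an estimated correlation, the block, the mean count and the omission of each library were set. A pair of alternatives was chosen after seeing the data. One rescaled TPM without 6 rRNA-like genes (Lars2, Gm42418, Gm23935, Gm26917, Gm24270 and Gm24187). The other added a batch term for the 4 libraries with over 5% of counts in those genes. A fit with every library thinned at random to 420731 counts was also added as a test.

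The procedure was tested on simulated data drawn from the means and library sizes of 12561 genes, with 200 genes changed 4-fold in neonatal tendon. It recovered 82 of them (41%) for age in tendon with 2 false calls, and 81 (40.5%) for tissue in neonates with 7 false calls. It recovered 5 (2.5%) in the interaction and made 0 calls in the comparisons without a change. Of the simulated lists, 10 of 10 changed lists were found and 0 of 30 unchanged lists were called. Genes were simulated independently of one another, so these counts cannot show how often correlated genes give false list calls. No outlying library and no RNA of other cells was simulated. Replicates were compared before averaging: the 12 within-group pairs differed by a chi-square of 4.74 to 101 per gene, so no pair was a duplicate library. Single measures were compared by two-sided exact permutation tests, which cannot go below 0.1 with 3 against 3. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.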

Results

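Bulk RNA-seq was available for Tregs sorted from injured tendon and from spleen of neonatal and adult C57BL/6 mice, taken 14 days after the injury. The 12 libraries formed 4 groups of 3, and the design asks how Tregs differ between ages within a tissue, between tissues within an age, and whether the age difference itself differs between tissues. Total counts were 7831414, 733237 and 420731 in neonatal tendon libraries 1 to 3, and 18410744, 605036 and 1425470 in neonatal spleen libraries 1 to 3. Adult libraries were more even, with 2318068, 2619900 and 3142053 counts in tendon and 2603508, 2633391 and 3043575 in spleen. Neonatal and adult libraries thus differed in how even their depth was, and genes of low abundance were measured least precisely in the 3 neonatal libraries with the fewest counts.

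The share of counts in 6 rRNA-like genes separated 4 neonatal libraries from the others. It was 11.181% and 14.585% in neonatal tendon libraries 2 and 3 and 5.879% and 5.346% in neonatal spleen libraries 2 and 3. The share lay between 0.894% and 1.995% in the other libraries. No adult library had a high share, so values within such a batch could not be given for the age comparisons, and a fit with a term for these 4 libraries is given beside the main counts.

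In a principal component analysis of log2 CPM, the leading component held 40.3% of the variance and the next held 23%. Neonatal tendon libraries lay between 97.7 and 125.6 on the leading component and adult spleen libraries between -84.6 and -73.4. Adult tendon library 3 lay at -44.5 and 89.7 on these components, away from adult tendon libraries 1 (8.4 and -59.3) and 2 (12 and -27.3). Across genes, its correlation with the adult spleen libraries was 0.885 to 0.905, above its correlation with adult tendon libraries 1 (0.711) and 2 (0.775), whereas these correlated with each other at 0.935. Genes are not independent replicates, so these correlations describe the libraries only. The library was kept in its group throughout.

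**Figure D1:**
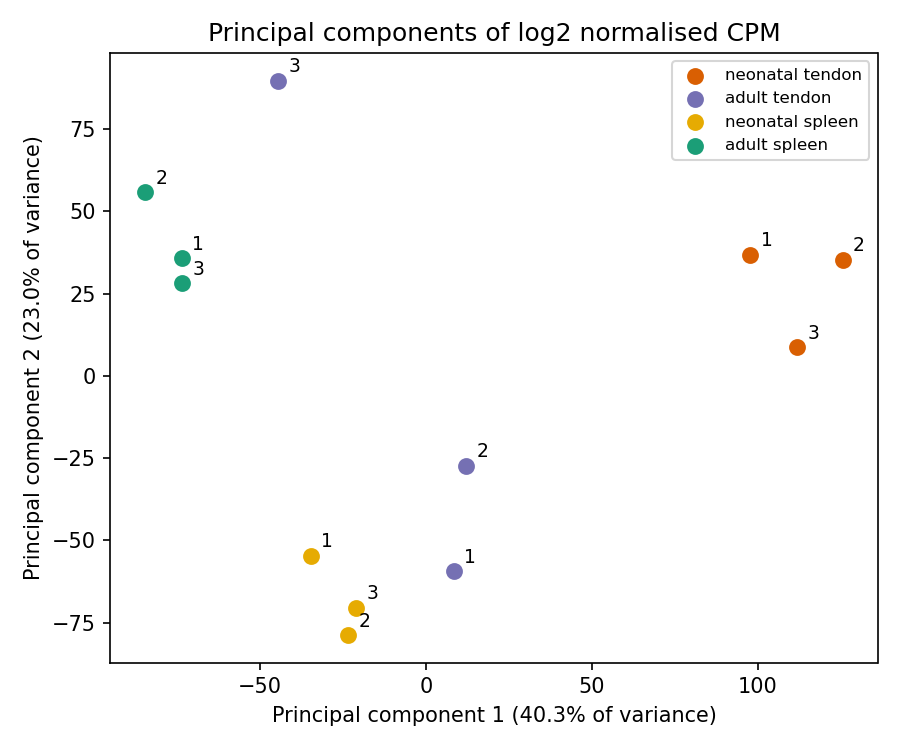
Principal component analysis of log2 CPM, with the leading component (40.3% of variance) on the x axis and the next (23%) on the y axis. Each point is 1 library, colored by group; adult tendon library 3 sits at -44.5 and 89.7, apart from the other adult tendon libraries.

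The counts in marker lists of other cell types were summed as shares of each library. Macrophage or monocyte genes took 3.37 ± 1.24% of counts in neonatal tendon (SD, n = 3) and 0.129 ± 0.0131% in neonatal spleen. The share was 0.418 ± 0.0788% in adult spleen. In adult tendon it was 0.0706% (Wilson 95% confidence interval 0.0672 to 0.0741%), 0.14% (0.135 to 0.144%) and 1.44% (1.42 to 1.45%) in libraries 1 to 3. B cell genes took 4.9 ± 0.437% of counts in adult spleen and 0.442 ± 0.0962% in neonatal spleen. They took 0.194% (0.189 to 0.2%) and 0.586% (0.577 to 0.596%) in adult tendon libraries 1 and 2 but 6.6% (6.58 to 6.63%) in library 3. Erythroid genes followed the same order, with 2.79 ± 0.726% in adult spleen, 0.361 ± 0.0374% in neonatal spleen and 0.182 ± 0.0416% in neonatal tendon. Adult tendon libraries held 0.313% (0.306 to 0.321%), 0.44% (0.432 to 0.448%) and 4.4% (4.37 to 4.42%) of erythroid counts. The T cell list added after the data were seen took 0.237 ± 0.0721% in neonatal tendon, 0.954 ± 0.161% in neonatal spleen, 0.791 ± 0.227% in adult tendon and 0.887 ± 0.0991% in adult spleen. Of the other lists, tendon fibroblast genes took 0.269 ± 0.222%, 0.00126 ± 0.000323%, 0.0411 ± 0.0377% and 0.00155 ± 0.0001% in neonatal tendon, neonatal spleen, adult tendon and adult spleen. In the same order neutrophil genes took 0.0356 ± 0.0253%, 0.0443 ± 0.0298%, 0.305 ± 0.467% and 0.502 ± 0.308%, and CD8 or NK genes 0.013 ± 0.0055%, 0.0254 ± 0.00394%, 0.0575 ± 0.0516% and 0.0747 ± 0.0135%. Endothelial genes took 0.0362%, 0.0233%, 0.0103% and 0.00601%, mast cell or basophil genes 0.0125%, 0.000308%, 0.00396% and 0.0037%, and skeletal muscle genes 0.00587%, 0.0053%, 0.00348% and 0.00518% (means). Over 36 two-sided exact permutation tests of such shares and ratios, the smallest p was 0.1 (0.157 after Benjamini-Hochberg adjustment), which is the smallest that 3 against 3 can give. Every library held counts of both the female gene Xist (0.0185 to 0.0762%) and of the male list (0.00186 to 0.0298%).

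**Figure D2:**
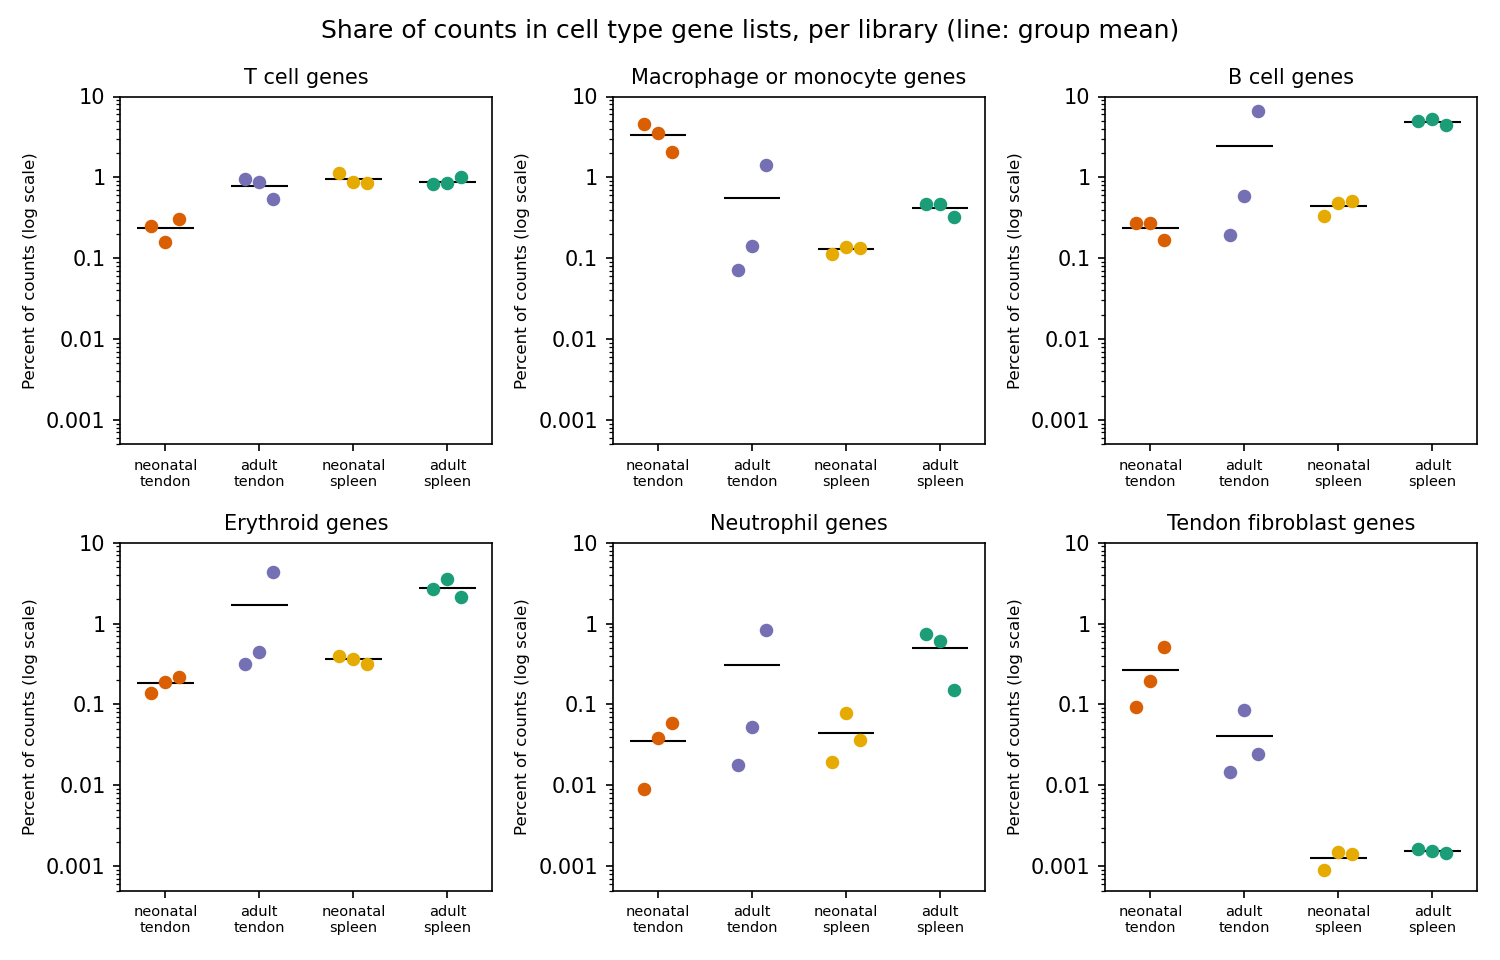
Share of counts in marker lists (y axis, percent, log scale) for each library (points) by group (x axis), with lines at the group means. Macrophage genes averaged 3.37% in neonatal tendon, and adult tendon library 3 had 6.6% of its counts in B cell genes against 0.194% and 0.586% in the other adult tendon libraries.

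Foxp3 (ENSMUSG00000039521, chromosome X, 7579676 to 7595243) was detected in every library. Its level was 18.1, 47.1 and 87.9 CPM in neonatal tendon libraries 1 to 3 and 45.7, 53.6 and 65.5 CPM in neonatal spleen libraries. It was 111, 106 and 47.7 CPM in adult tendon libraries 1 to 3 and 31, 37.7 and 37.2 CPM in adult spleen libraries. The group means were 51.1 ± 35.1, 54.9 ± 9.96, 88.5 ± 35.4 and 35.3 ± 3.74 CPM (SD, n = 3 each). None of the 5 contrasts called Foxp3, with adjusted p between 0.163 for tissue in adults (log2 fold change 1.33, SE 0.48) and 0.848 for tissue in neonates (log2 fold change -0.18, SE 0.49). The age difference was -0.87 (SE 0.49, adjusted p 0.261) in tendon and 0.63 (SE 0.48, adjusted p 0.386) in spleen, and the interaction was -1.51 (SE 0.68, adjusted p 0.254). Without adult tendon library 3, Foxp3 passed the threshold for tissue in adults (1.62) and for the interaction (-1.87). Under limma-voom it passed for age in tendon, tissue in adults and the interaction. Without neonatal tendon library 1 the tissue difference in neonates changed sign (0.27). Il2ra, which encodes the interleukin-2 receptor alpha chain, was between 135 ± 35.5 CPM in adult spleen and 240 ± 131 CPM in adult tendon, and its age difference in tendon of -0.09 (SE 0.43, adjusted p 0.917) changed sign under several settings.

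For age in tendon, 1167 of 13049 genes were called, 681 higher and 486 lower in neonates. In 1132 of these the neonatal and adult libraries did not overlap. Over all genes 27.5% did not overlap, where chance gives 10%. The count was 2123 with limma-voom and 406 with the batch term, of which 388 were among the 1167. Leaving out 1 library gave between 420 (without neonatal tendon library 2) and 1888 calls (without adult tendon library 3). The median log2 fold change of all tested genes was -0.26 with TMM and -0.09 with DESeq2 size factors. For age in spleen these medians were -0.1 and -0.04, for tissue in neonates -0.15 and -0.01, for tissue in adults 0 and 0.04, and for the interaction -0.15 and -0.04. In TPM they were -0.65, 0.5, -0.92, 0.27 and -1.15 in the same order, so fold changes are to be read relative to these shifts.

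Among the genes with the largest increases in neonatal tendon, Cd163 (ENSMUSG00000008845, chromosome 6, 124304656 to 124330527) rose from 3.11 ± 3.33 CPM in adult tendon to 351 ± 213 CPM in neonatal tendon, a log2 fold change of 6.88 (SE 0.89, adjusted p 0.00074). C4b (ENSMUSG00000073418, chromosome 17, 34728380 to 34743882) rose from 2.34 ± 2.96 to 187 ± 79.6 CPM (log2 fold change 6.4, SE 1.01, adjusted p 0.00255). Il1a (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972) reached 408 ± 180 CPM in neonatal tendon and in adult tendon had 0, 0 and 9.45 CPM in libraries 1 to 3 (log2 fold change 7.13, SE 1.47, adjusted p 0.0199). The Il1a call was lost without neonatal tendon library 2 (6.77), and its adult level came from adult tendon library 3 alone. Lyve1 was at least 113-fold higher (adjusted p 0.00167) with 314, 25.1 and 61.8 CPM in neonatal tendon, and Retnla at least 227-fold higher (adjusted p 0.0438) with 633, 157 and 16.6 CPM. The Retnla call was lost in 9 of the 12 fits that each left out 1 library. The interaction was called for Cd163 (7.91, adjusted p 0.00692) but not for C4b (7.19, adjusted p 0.0717). Lyve1 and Retnla lie at ENSMUSG00000030787, chromosome 7, 110850607 to 110863239 and ENSMUSG00000061100, chromosome 16, 48842552 to 48844461.

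The most negative log2 fold changes for age in tendon were those of Treml4, Unc5cl, Cd8b1, Ighd and Fcrl1. Unc5cl (ENSMUSG00000043592, chromosome 17, 48454901 to 48539714) was at least 3.05-fold lower in neonatal tendon, with 0.524 ± 0.907 CPM against 12.5 ± 1.19 CPM (adjusted p 0.00203). The adult values of the other 4 rested largely on adult tendon library 3. Ighd (ENSMUSG00000104213, chromosome 12, 113406604 to 113416324) was at 17.2, 64.6 and 1020 CPM in adult tendon libraries 1 to 3 and 5.96 ± 1.21 CPM in neonatal tendon. Its log2 fold change was -5.94 (SE 1.44, adjusted p 0.036) with library 3 and -2.78 without it. Cd8b1 changed from -6.02 (adjusted p 0.0479) to -2.94 and Fcrl1 from -5.52 (adjusted p 0.0289) to -3.39 without that library, and both stayed past the threshold there. Treml4 was at least 6.27-fold lower (adjusted p 0.0239), with adult tendon values of 1.87, 6.08 and 69 CPM. Over the 12 fits that each left out 1 library, the calls of Cd8b1, Ighd, Fcrl1 and Treml4 were lost in 9, 9, 4 and 3. The interaction was not called for Cd8b1 (-3.93, adjusted p 0.331), Ighd (-1.34, adjusted p 0.775) or Fcrl1 (-2.18, adjusted p 0.558). The positions of the other 3 are Treml4 (ENSMUSG00000051682, chromosome 17, 48264295 to 48275360), Cd8b1 (ENSMUSG00000053044, chromosome 6, 71322788 to 71337494) and Fcrl1 (ENSMUSG00000059994, chromosome 3, 87376387 to 87402934).

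Several members of the fixed lists differed with age in tendon. Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) was at 273 ± 77.6 CPM in neonatal and 61.6 ± 15.6 CPM in adult tendon, a log2 fold change of 2.15 (SE 0.44, adjusted p 0.00652). Its age by tissue interaction was 0.83 (SE 0.67, adjusted p 0.589). Rsad2 (ENSMUSG00000020641, chromosome 12, 26442753 to 26456452) was at 4530 ± 2880 CPM in neonatal tendon and 36.7, 152 and 300 CPM in adult tendon libraries 1 to 3 (log2 fold change 4.8, SE 0.74, adjusted p 0.0019), and Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) at 493 ± 296 and 66.8 ± 41.5 CPM (2.89, SE 0.53, adjusted p 0.00344). Ctla4 (ENSMUSG00000026011, chromosome 1, 60887000 to 60915832) was lower in neonatal tendon as a share of all counts, at 337 ± 42.8 against 1070 ± 514 CPM. Its log2 fold change was -1.67 (SE 0.39, adjusted p 0.0148). Relative to the counts of the T cell list, Ctla4 was not lower on average in neonatal tendon, as given under the other observations. The Ctla4 call was lost without neonatal tendon library 2 (-1.61) or 3 (-1.53), with the batch term (-1.4), with the 2 groups alone (-1.53) and in TPM (-1.98), and its interaction was -1.5 (adjusted p 0.148). The interaction of Isg15 was 4.35 (adjusted p 0.00697). The Il10 call was lost in TPM (1.66). Cd4 (-0.86, SE 0.36, adjusted p 0.137), Il1rl1 (-1.03, SE 0.51, adjusted p 0.206) and Vegfa (2.91, SE 0.91, adjusted p 0.0574) were not called, but all 3 were without adult tendon library 3 (-1.2, -1.54 and 3.69). Tgfb1 was not called under any setting (0.83, SE 0.55, adjusted p 0.343). The macrophage genes Lyz2 (1.18, SE 1.39, adjusted p 0.631), Apoe (2.3, SE 1.5, adjusted p 0.362) and C1qa (3.05, SE 1.35, adjusted p 0.186) also passed only after that library was left out or under some other settings, at 5.46, 6.48 and 6.29 without it. Cd3e (-1.18, SE 0.41, adjusted p 0.0788) passed without adult tendon library 3 (-1.47) or neonatal tendon library 3 (-1.66), and Col1a1 (4.62, SE 1.24, adjusted p 0.0509) without neonatal tendon library 1 (5.15) or adult tendon library 1 and under 9 other settings. The positions of these genes are Il2ra (ENSMUSG00000026770, chromosome 2, 11642807 to 11693193), Cd3e (ENSMUSG00000032093, chromosome 9, 44998740 to 45009627), Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077), Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369), Lyz2 (ENSMUSG00000069516, chromosome 10, 117277334 to 117282274), Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188), C1qa (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) and Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042).

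**Figure D3:**
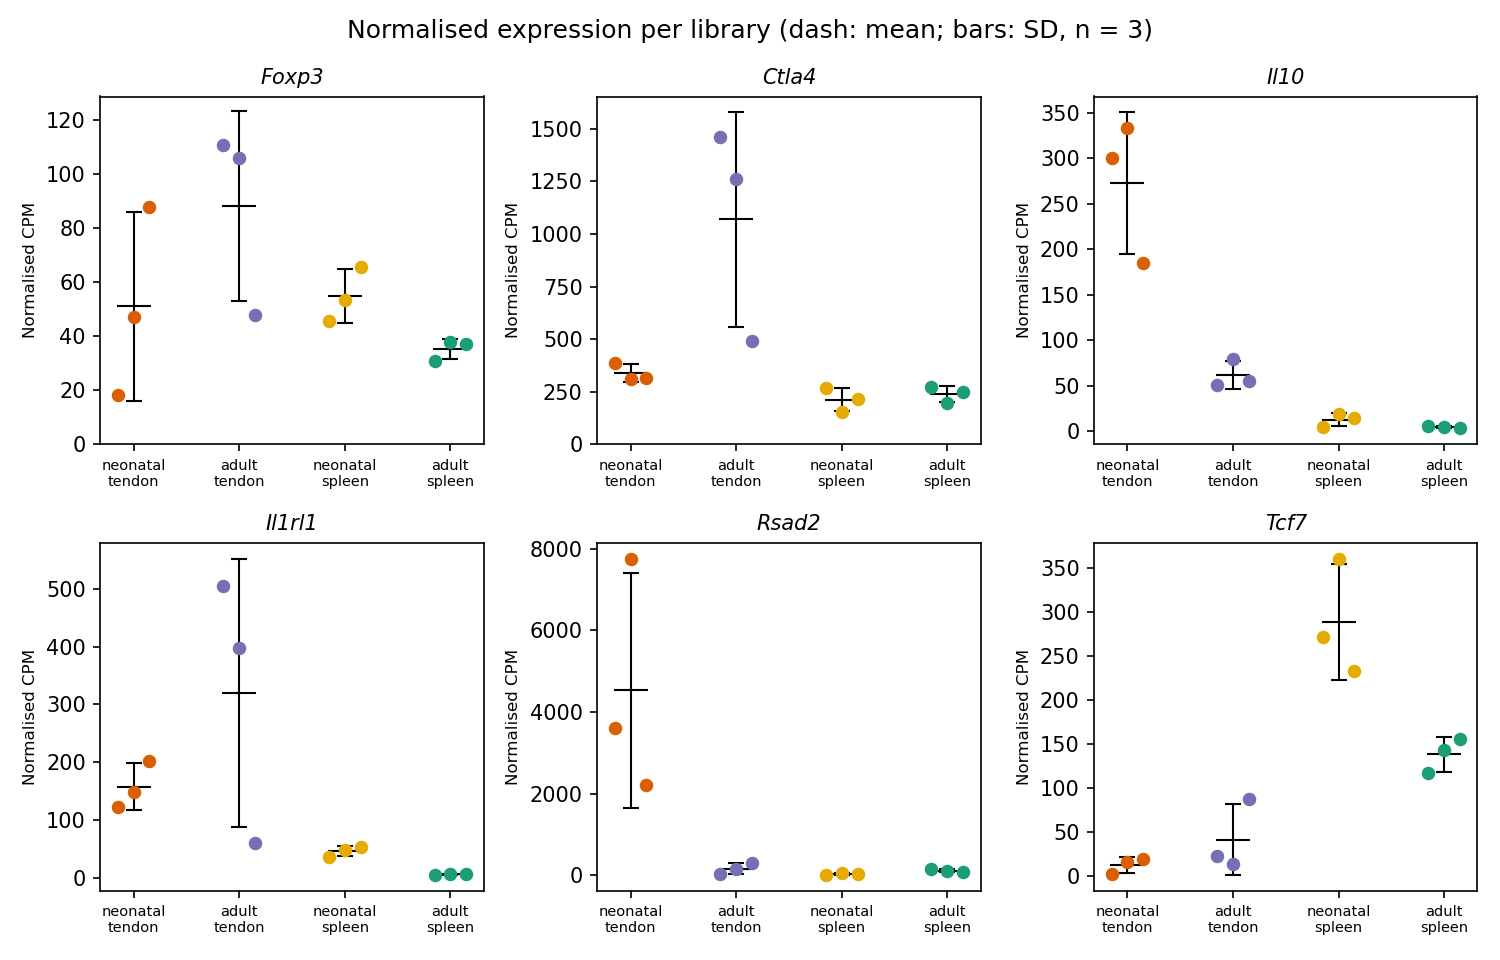
Levels of Foxp3, Ctla4, Il10, Il1rl1, Rsad2 and Tcf7 (y axis, normalized CPM) in each library (points) by group (x axis), with the mean and SD over the 3 libraries of each group. Il10 averaged 273 CPM in neonatal tendon and 4.6 CPM in adult spleen, and Tcf7 averaged 12.2 CPM in neonatal tendon and 289 CPM in neonatal spleen.

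Of the fixed lists, 4 passed the camera test for age in tendon. The interferon response list was higher in neonates (median log2 fold change 2.22, 16 of 20 genes higher, adjusted p 5.36e-07), with 12 genes called over all genes and 14 adjusted over the list alone. The growth factor list (median 2.2, 14 of 17 higher, adjusted p 4.1e-05) had 7 and 10 such genes, and the immediate early list (median 0.85, 14 of 17 higher, adjusted p 1.59e-06) had 7 and 7. The Treg identity list was lower (median -1.09, 15 of 18 lower, adjusted p 0.0195) with 7 and 13, but it passed in only 8 of the 12 fits that each left out 1 library, with an adjusted p of 0.131 without adult tendon library 1. Among those called over all genes, 1 interferon response and 1 growth factor gene were lower in neonates, and 1 Treg identity gene was higher. The effector or tissue Treg list (median -1.03) did not pass (adjusted p 0.503), although it did without adult tendon library 3 (adjusted p 0.00175). The other 5 lists did not pass either, with adjusted p from 0.0592 for proliferation to 0.51 for type 2 genes, and without adult tendon library 3 proliferation (0.000244), type 1 (0.0265) and type 17 genes (0.00418) passed.

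Over all contrasts 26 of 50 list tests passed, 17 higher and 9 lower. Under fry 21 of the 26 held. The exceptions were interferon response for age in spleen, proliferation for tissue in neonates, and the Treg identity, resting lymphoid and type 17 lists for the interaction. With the correlation between genes estimated from the data, which moved the count most, only the growth factor and immediate early lists for tissue in neonates held (adjusted p 0.0434 each).

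Age in spleen was called for 433 genes, 248 higher and 185 lower in neonates. The libraries did not overlap in 431 of these and in 45.5% of all genes. The count was 14 with the batch term, 13 of them among the 433, with 1840 genes at an unadjusted p under 0.05. It was 4163 with limma-voom and 3965 when only the 6 spleen libraries were fitted. Leaving out 1 library gave between 2 (without neonatal spleen library 3) and 2992 calls (without adult tendon library 3). Siglech (ENSMUSG00000051504, chromosome 7, 55768178 to 55778925) was at 261 ± 95 CPM in neonatal and 11.7 ± 8.99 CPM in adult spleen (log2 fold change 4.46, SE 0.69, adjusted p 0.0106). Klk1 (ENSMUSG00000063903, chromosome 7, 44225360 to 44229618) was at 64.9 ± 19.3 and 0.932 ± 1.33 CPM (6.19, SE 1.05, adjusted p 0.0106). Plxdc1 was also higher (4.8, SE 1.02, adjusted p 0.0271), as were Fam129b (at least 9.4-fold, adjusted p 0.0182) and Gas2l3 (at least 5.02-fold, adjusted p 0.0256). Il15 (ENSMUSG00000031712, chromosome 8, 82331632 to 82403222) was lower, at 0.282 ± 0.268 against 9.62 ± 4.76 CPM (-4.76, SE 0.91, adjusted p 0.0206), and Clec5a at least 6.75-fold lower (adjusted p 0.0283). The other most negative genes were the immunoglobulin genes Ighg2c (at least 2250-fold lower, adjusted p 0.0447), Igkv4-72 (-10.96, SE 1.89, adjusted p 0.0289) and Ighv1-53 (-9.01, SE 1.7, adjusted p 0.0352). The B cell genes Igkc (-6.6, SE 1.84, adjusted p 0.0715) and Cd79a (-4.43, SE 1.56, adjusted p 0.112) and the hemoglobin gene Hbb-bs (-3.6, SE 1.1, adjusted p 0.0809) were not called in this fit. Igkc, Cd79a and Hbb-bs passed without adult tendon library 1 or 3 (-6.61, -4.45 and -3.59 without library 3). Neither library is part of this contrast, so each could change these calls only through the shared dispersion, scaling and gene filter. Each of the other 10 genes lost its call with the batch term and in 3 to 8 of the 12 fits that each left out 1 library. The interaction was called for Il15 (9.79, adjusted p 0.000545) but not for Plxdc1 (-3.65, adjusted p 0.137) or Ighv1-53 (5.92, adjusted p 0.427). The other positions are Plxdc1 (ENSMUSG00000017417, chromosome 11, 97923238 to 97986444), Fam129b (ENSMUSG00000026796, chromosome 2, 32876114 to 32925254), Gas2l3 (ENSMUSG00000074802, chromosome 10, 89408823 to 89443967), Clec5a (ENSMUSG00000029915, chromosome 6, 40574894 to 40585821), Ighg2c (ENSMUSG00000076612, chromosome 12, 113285325 to 113288932), Igkv4-72 (ENSMUSG00000076545, chromosome 6, 69226854 to 69227433), Ighv1-53 (ENSMUSG00000093894, chromosome 12, 115158403 to 115158835), Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966), Cd79a (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197) and Hbb-bs (ENSMUSG00000052305, chromosome 7, 103826534 to 103828096).

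Cd4 (ENSMUSG00000023274, chromosome 6, 124864692 to 124888221) was higher in neonatal spleen, at 575 ± 7.59 against 194 ± 18.1 CPM (log2 fold change 1.56, SE 0.37, adjusted p 0.0373), a call lost with the batch term (1.66) and in 7 of the fits that left out 1 library (1.49 to 1.73). The interaction of Cd4 was -2.42 (adjusted p 0.0201). Il2ra was not called there (0.81, SE 0.43, adjusted p 0.215) and passed only without adult tendon library 3 and under 2 other settings. The type 2 list was higher in neonatal spleen (median 1.3, 9 of 12 genes higher, adjusted p 0.0027, with 2 genes called over all genes and 6 adjusted over the list alone). The interferon response list was lower (median -0.62, 17 of 20 lower, adjusted p 0.0134, with 2 and 2 genes). Without neonatal spleen library 1 its adjusted p was 0.152, and in TPM its median was 0.06, which lay -0.33 from the median of the genes with a mean TPM of at least 1. The other 8 lists did not pass, with adjusted p from 0.0654 to 0.635. Of the genes called for age in both tissues, 76 changed in the same direction and 13 in opposite directions, where independent calls would give 19.8 in the same direction. Both contrasts used the same dispersion per gene, so their calls need not be independent even without a shared age difference. With the batch term, 7 genes were called in the same direction. Across genes the log2 fold changes for age in tendon and spleen, which share no library, had a Pearson correlation of 0.352 and a Spearman correlation of 0.295.

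Tissue in neonates had the most calls, 2110 genes, with 1406 higher and 704 lower in tendon. The libraries did not overlap in 2052 of these and in 36.5% of all genes. The count was 1143 without neonatal spleen library 1 and 3340 without adult tendon library 3, and in TPM the split turned to 880 higher and 2373 lower. The genes with the largest increases were at the floor in neonatal spleen. They were Cxcl1 (at least 690-fold, adjusted p 0.0166), Pmp22 (at least 612-fold, adjusted p 0.00221), Ccl8 (at least 461-fold, adjusted p 0.0281), Gdf15 (at least 187-fold, adjusted p 0.0271) and Col3a1 (at least 170-fold, adjusted p 0.0161). The Pmp22 call held in each of the 12 fits that left out 1 library, and those of the other 4 were lost in 1 to 6 of them. The genes with the most negative changes were at the floor in neonatal tendon: Dtx1 (at least 22.4-fold lower, adjusted p 0.0133), Unc5cl (at least 7.19-fold, adjusted p 0.000128), Klk1 (at least 15.9-fold, adjusted p 0.00105), Trbv12-1 (at least 2.84-fold, adjusted p 0.00291) and Gsta4 (at least 8.25-fold, adjusted p 0.000566). Of these only the Dtx1 call was lost when 1 library was left out, without neonatal tendon library 1 or 2. The positions of the genes not placed above are Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115), Pmp22 (ENSMUSG00000018217, chromosome 11, 63128982 to 63159547), Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799), Gdf15 (ENSMUSG00000038508, chromosome 8, 70629393 to 70632456), Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706), Dtx1 (ENSMUSG00000029603, chromosome 5, 120680202 to 120711927), Trbv12-1 (ENSMUSG00000095574, chromosome 6, 41113550 to 41114067) and Gsta4 (ENSMUSG00000032348, chromosome 9, 78182774 to 78209349).

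Il10 was higher in neonatal tendon than in neonatal spleen (12.6 ± 7.11 CPM), with a log2 fold change of 4.57 (SE 0.51, adjusted p 1.25e-05). Klrg1 (ENSMUSG00000030114, chromosome 6, 122270596 to 122282882) was at 458 ± 131 against 161 ± 26.3 CPM (1.51, SE 0.35, adjusted p 0.00745), a call lost in TPM (0.63) and without neonatal spleen library 3 (1.38). Tcf7 (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014) was lower in tendon, at 12.2 ± 9.12 against 289 ± 65.8 CPM (-4.94, SE 0.89, adjusted p 0.00254). Its interaction was -3.19 (adjusted p 0.145). Ccr7 (ENSMUSG00000037944, chromosome 11, 99144196 to 99155077) was not called (-1.28, SE 0.5, adjusted p 0.0933) except under limma-voom, without a filter, with the 2 groups alone, in TPM and without adult tendon library 3. Col1a1 (9.86, SE 1.71, adjusted p 0.00473), Lyz2 (5.86, SE 1.69, adjusted p 0.0485) and Apoe (6.63, SE 1.83, adjusted p 0.0412) were higher in tendon. Their interactions were not called (6.09, 5.43 and 5.25, adjusted p 0.182, 0.217 and 0.247). The Lyz2 and Apoe calls were lost in 9 and 8 of the 12 fits that each left out 1 library, at 5.47 to 6.15 and 6.31 to 7.

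For tissue in neonates 7 lists passed. The immediate early (median 2.83, 16 of 17 higher in tendon, adjusted p 1.47e-10), effector or tissue Treg (1.65, 26 of 27, adjusted p 8.12e-09), interferon response (2.79, 17 of 20, adjusted p 9.93e-08), growth factor (3.49, 15 of 17, adjusted p 6.55e-07) and type 2 lists (1.45, 9 of 12, adjusted p 0.021) were higher. They had 13, 15, 12, 11 and 5 genes called over all genes and 13, 21, 14, 13 and 7 adjusted over the list alone. The resting lymphoid list (median -2.11, or -1.9 with genes at the floor set to their bound, 15 of 16 lower, adjusted p 8.01e-06) and the proliferation list (-0.76, 18 of 20 lower, adjusted p 0.00857) were lower, with 8 and 3 genes called over all genes and 11 and 4 adjusted over the list alone. Of the 8 resting lymphoid genes called over all genes, 1 was higher in tendon. The type 2 list passed in only 10 of the 12 fits that each left out 1 library, with an adjusted p of 0.0629 without neonatal tendon library 3. The Treg identity, type 1 and type 17 lists did not pass (adjusted p 0.155, 0.899 and 0.831).

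Tissue in adults had 349 calls, 320 higher and 29 lower in tendon. The libraries did not overlap in 318 of these and in 19.7% of all genes. The setting that moved the count most was limma-voom, with 4871 calls, in which adult tendon library 3 had the lowest weight (0.194). Without that library the edgeR count was 2977, with 1361 higher and 1616 lower, and all 349 genes were among them. Tff1 (ENSMUSG00000024032, chromosome 17, 31161396 to 31165053) was at 147, 161 and 191 CPM in adult tendon and had 0 counts in adult spleen, at least 133-fold higher (adjusted p 5.39e-05). Ednrb (at least 29-fold, adjusted p 2.34e-05), Emp1 (at least 22.4-fold, adjusted p 0.000363) and Col18a1 (at least 21.8-fold, adjusted p 0.000782) were likewise at the floor in spleen. Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) was at 1530 ± 820 against 4.97 ± 0.954 CPM (8.25, SE 0.64, adjusted p 2.98e-06). Gpr83 (ENSMUSG00000031932, chromosome 9, 14860210 to 14870789) was lower in tendon, at 1.23 ± 1.81 against 107 ± 18.8 CPM (-6.57, SE 0.87, adjusted p 0.000621). Ighv1-53 (-6.45, adjusted p 0.0411), Gsta4 (-4.2, adjusted p 0.00373) and Trbv12-1 (-3.38, adjusted p 0.0157) were lower as well. The calls of Ighv1-53 and Trbv12-1 were lost in 8 and 4 of the 12 fits that each left out 1 library. The interaction was called for Hspa1a (3.18, adjusted p 0.0398) but not for Gpr83 (1.86, adjusted p 0.427). The remaining positions are Ednrb (ENSMUSG00000022122, chromosome 14, 103814625 to 103844173), Emp1 (ENSMUSG00000030208, chromosome 6, 135362545 to 135383173) and Col18a1 (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548).

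In the same contrast Il1rl1 (ENSMUSG00000026069, chromosome 1, 40429570 to 40465415), which encodes the interleukin-33 receptor, was at 504, 397 and 60 CPM in adult tendon libraries 1 to 3 and 6.48 ± 0.761 CPM in adult spleen (log2 fold change 5.62, SE 0.63, adjusted p 6.1e-05). In neonates it was at 158 ± 40.3 and 46.1 ± 8.65 CPM (1.78, SE 0.53, adjusted p 0.0291). The neonatal call was lost in 5 of the 12 fits that each left out 1 library and in TPM (0.88). The interaction of Klrg1 was -1.56 (adjusted p 0.0945). Klrg1 (3.07, SE 0.37, adjusted p 0.000156) and Il10 (3.75, SE 0.5, adjusted p 0.000363) were higher in adult tendon too. Gata3 was called (2.21, SE 0.49, adjusted p 0.021), although the call was lost in 5 of the 12 fits that each left out 1 library (1.77 to 2.66), and its interaction was -1.49 (adjusted p 0.251). Gata3 (ENSMUSG00000015619) lies on chromosome 2, 9857078 to 9890034. Ccr7 (-1.55, SE 0.5, adjusted p 0.115), Tcf7 (-1.75, SE 0.71, adjusted p 0.248) and Il2ra (0.83, SE 0.43, adjusted p 0.365) were not called. All 3 passed without adult tendon library 3, at -2.44, -2.92 and 1.22. Igkc (-0.54, SE 1.44, adjusted p 0.898) and Lyz2 (0.44, SE 1.37, adjusted p 0.911) were not called either. Without that library Igkc passed at -5 and Lyz2 changed sign to -3.85.

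The lists higher in adult tendon than in adult spleen were effector or tissue Treg (median 2.36, 26 of 27 genes, adjusted p 9.56e-21), type 2 (1.83, 12 of 12, adjusted p 8.12e-09), immediate early (1.79, or 1.69 with floor genes at their bound, 14 of 17, adjusted p 3.9e-08), type 17 (2.89, or 2.13, 8 of 8, adjusted p 0.000147) and growth factors (1.02, or 0.99, 11 of 17, adjusted p 0.00469). They had 17, 4, 9, 2 and 3 genes called over all genes and 23, 9, 12, 8 and 5 adjusted over the list alone. Proliferation (-0.81, 19 of 20 lower, adjusted p 6.11e-08) and resting lymphoid genes (-1.08, 15 of 16 lower, adjusted p 4.17e-05) were lower, with 2 and 2 genes called over all genes and 3 and 6 adjusted over the list alone. Of the 2 resting lymphoid genes called over all genes, 1 was higher and 1 lower in tendon. The growth factor result was lost without adult tendon library 3 (adjusted p 0.0864). Treg identity (adjusted p 0.141), type 1 (0.0872) and interferon response (0.572) did not pass, and without that library the former 2 did (adjusted p 0.0017 and 0.0169).

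The age by tissue interaction was called for 400 genes, 270 higher and 130 lower. The count was 2511 with limma-voom and 26 in TPM with a pseudocount of 0.1. Leaving out 1 library gave between 97 (without adult spleen library 1) and 2118 calls (without adult tendon library 3). The 5 largest values were those of Lyve1, Clec4e, Clec5a, Il1a and Alox5, each of which was highest in neonatal tendon and in neonatal spleen was at or near the floor. Clec4e (ENSMUSG00000030142, chromosome 6, 123281789 to 123289870) was at 670 ± 429 CPM in neonatal tendon, 0.0149 ± 0.0259 CPM in neonatal spleen, 26.2 ± 36.2 CPM in adult tendon and 8.55 ± 1.64 CPM in adult spleen. Clec5a was at 58.3 ± 9.62, 0.415 ± 0.719, 3.47 ± 4.13 and 12.3 ± 7.02 CPM in the same order, and Alox5 at 88.7 ± 82, 0.49 ± 0.664, 2.01 ± 3.17 and 7.86 ± 7.33 CPM. The 5 most negative were Klk1, Tff1, Unc5cl, Siglech (-4.91, SE 0.97, adjusted p 0.0165) and Samd10 (-3.87, SE 0.9, adjusted p 0.0309). Rsad2 (6.77, SE 0.99, adjusted p 0.00552) and Il1rl1 (-3.84, SE 0.77, adjusted p 0.0155) were among the list members called. The Il1rl1 call was lost without neonatal tendon library 2 (-3.81) and without adult spleen library 1 (-3.78). Lyz2 was not called (5.43, SE 2.07, adjusted p 0.217) but passed without adult tendon library 3 (9.71). The calls of Lyve1, Clec4e, Il1a, Alox5, Klk1, Tff1, Unc5cl, Siglech and Samd10 were lost in 9, 9, 10, 4, 6, 8, 2, 3 and 9 of the 12 fits that each left out 1 library, and those of Clec5a and Rsad2 in none. Alox5 and Samd10 lie at ENSMUSG00000025701, chromosome 6, 116410077 to 116461178 and ENSMUSG00000038605, chromosome 2, 181595218 to 181599212.

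**Figure D4:**
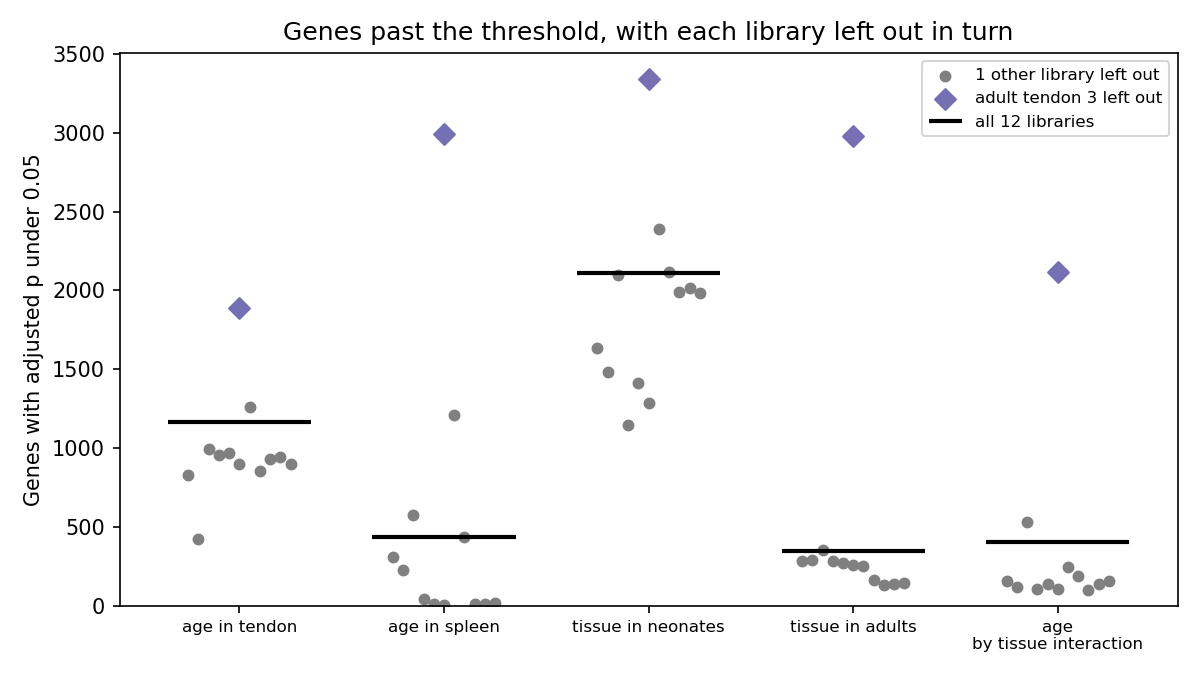
Number of genes called in each of the 5 contrasts (y axis) with all 12 libraries and in the 12 fits that each left out 1 library. Leaving out adult tendon library 3 gave 1888, 2992, 3340, 2977 and 2118 calls for age in tendon, age in spleen, tissue in neonates, tissue in adults and the interaction, against 1167, 433, 2110, 349 and 400 with all libraries.

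Of the lists, 6 passed for the interaction. Interferon response (median 3.15, 17 of 20 genes higher, adjusted p 1.89e-09), immediate early (1.42, 14 of 17, adjusted p 5.28e-06) and growth factor genes (1, 13 of 17, adjusted p 0.00179) were higher, with 10, 6 and 4 genes called over all genes and 13, 9 and 4 adjusted over the list alone. Treg identity (-0.97, 14 of 18 lower, adjusted p 0.00953), type 17 (-2.81, 8 of 8 lower, adjusted p 0.0128) and resting lymphoid genes (-1.52, 13 of 16 lower, adjusted p 0.0142) were lower, with 2, 2 and 5 genes called over all genes and 7, 3 and 7 adjusted over the list alone. Of the 5 resting lymphoid genes called over all genes, 1 was higher. The resting lymphoid result was lost without adult tendon library 3 (adjusted p 0.162), and that of Treg identity without neonatal tendon library 2 (adjusted p 0.053). Effector or tissue Treg (adjusted p 0.0997), type 1 (0.155), type 2 (0.125) and proliferation genes (0.326) did not pass, and all 4 passed without adult tendon library 3 (adjusted p 0.000244, 0.018, 0.0104 and 0.023).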

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

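The results below are age by tissue interactions, which met a rule for a difference between groups. The count over other splits, the fits that leave out 1 library and fry were set before the result was seen. The use of the fit without adult tendon library 3 to test a cause, and the other tests in this part, were chosen only after the result was seen.

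The interaction was called for 400 genes. Of 100 splits of the 12 samples, the real one included, 2 gave as many genes with an adjusted p-value under 0.05. The other gave 1364 and exchanged neonatal tendon library 3 with adult tendon library 3. No split that follows the 4 libraries rich in rRNA-like counts could be compared within a batch, since all 4 are neonatal. Unequal depth as the whole cause was argued against by thinning every library to 420731 counts, after which 324 genes were called, 247 of them among the 347 of the 400 that were still tested, and all 347 kept their direction. RNA of other cells in adult tendon library 3 as the whole cause was argued against by the fit without it, in which all 400 stayed called among 2118. Leaving out adult spleen library 1 gave the lowest count, 97. A difference between library preparations stays open. The 4 libraries are 2 of the 3 in each neonatal group, so a term for them largely cancels in the interaction, and its 318 calls, 303 of them among the 400, decide nothing. A preparation effect that differs by tissue was not tested. A difference of age and tissue in the Tregs themselves stays open and was not tested separately from a difference in how pure the sorted cells were.

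Of the 6 lists with an interaction, interferon response (adjusted p 1.89e-09), immediate early (5.28e-06) and growth factor genes (0.00179) were higher in neonatal tendon than age and tissue alone would give. RNA of macrophages or monocytes could account for part of this, since the macrophage list took 3.37% of neonatal tendon counts on average. Its share fell from 4.55% to 3.49% and 2.08% over the 3 libraries, which are too few to relate it to the lists, so this source and a response of the Tregs cannot be told apart for these 3 lists. Of the listed genes, 1 of 20 interferon, 3 of 22 growth factor and 0 of the immediate early genes are also in another list, and 0 of the macrophage genes are. All 3 lists passed in each of the 12 fits that left out 1 library, with a highest adjusted p of 1.03e-06, 0.00193 and 0.00929.

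The Treg identity (adjusted p 0.00953), type 17 (0.0128) and resting lymphoid lists (0.0142) were lower in neonatal tendon than age and tissue alone would give. A lower share of T cell RNA in neonatal tendon is a candidate explanation. The T cell list, which holds general T cell genes, had a median interaction of -1.33 with 17 of 17 genes lower, close to the medians of Treg identity (-0.97) and resting lymphoid genes (-1.52). Type 17 genes, at -2.81, lay further down than the T cell list. The calls were not equally firm, since none of the 3 passed under fry (adjusted p 0.112, 0.0649 and 0.13), Treg identity did not pass without neonatal tendon library 2 (0.053), and resting lymphoid genes did not pass without adult tendon library 3 (0.162). Per 1000 counts of the T cell list, the summed Treg identity genes had 1730, 1710 and 1420 counts in neonatal tendon, above each of the other 9 libraries (481 to 1300). Relative to T cell RNA this sum was therefore not lower in neonatal tendon, although the exact p was 0.1 for age and for tissue, the smallest that 3 against 3 can give. Abundant genes weigh most in such a sum. Whether neonatal tendon Tregs themselves express less of the resting lymphoid and type 17 genes stays open, since no such ratio was computed for them.

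Of the named genes, 17 had an interaction past the threshold. Those higher in neonatal tendon than the other groups would give were Alox5 (adjusted p 0.0186), Cd163 (0.00692), Clec4e (0.0444), Clec5a (0.00552), Hspa1a (0.0398), Il15 (0.000545), Il1a (0.0449), Isg15 (0.00697), Lyve1 (0.0444) and Rsad2 (0.00552). Cd163 is in the macrophage list, so RNA of macrophages or monocytes could account for it, with 16 of 16 macrophage genes higher in each neonatal tendon library than in every neonatal spleen library. The source of the other 9 was not tested.

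The genes lower were Cd4 (adjusted p 0.0201), Il1rl1 (0.0155), Klk1 (0.0207), Samd10 (0.0309), Siglech (0.0165), Tff1 (0.0422) and Unc5cl (0.0166). The lower share of T cell RNA, with the median of -1.33 above, could account for part of the value of Cd4 (-2.42). If T cells were their source, it could account for less of Il1rl1 (-3.84) and Samd10 (-3.87), which lay further down. It is not offered for Siglech (-4.91), whose log2 fold change for age in spleen alone was 4.46. The cells that Siglech came from were not tested. Without adult tendon library 3 the value of Siglech was -3.63. Reads shared between related genes, gene length and a strain difference from the reference were not tested for these genes. Age and tissue stay open as explanations.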

How the results depend on the processing

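Most alternative settings were chosen before the result was seen, and the TPM scaling without 6 rRNA-like genes and the term for 4 libraries after it. Unless a sentence gives a cause, the cause was not tested. Among the counts within 1.5 times of that for all libraries were, for age in tendon, those with DESeq2 size factors (1179) and TPM without 6 rRNA-like genes (1238). With DESeq2 size factors the count was 2110 for tissue in neonates and 422 for the interaction. A minimum absolute log2 fold change of 1 left 1167, 433, 2102, 349 and 400 calls in the order of the report's contrasts, and 76 shared age calls.

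Age in tendon had 1756 calls with the DESeq2 Wald test, 2123 with limma-voom, 1889 without a filter on low counts, 575 with the 2 groups alone and 406 with the term for 4 libraries, against 1167. The 12 fits that each left out 1 library gave 420 (without neonatal tendon library 2) to 1888 (without adult tendon library 3). Age in spleen had 656 calls with DESeq2 size factors, 1787 with the DESeq2 Wald test, 4163 with limma-voom, 1505 without a filter, 905 with a mean of at least 50 counts, 3965 with the 2 groups alone and 14 with the term for 4 libraries, against 433. In TPM it had 128 (pseudocount 1), 16 (pseudocount 0.1) and 8 (no filter), and 1588 without 6 rRNA-like genes. The 12 fits gave 2 (without neonatal spleen library 3, with 2467 genes at an unadjusted p under 0.05) to 2992 (without adult tendon library 3). Genes called for age in both tissues, 76, were 348 with the DESeq2 Wald test, 340 with limma-voom, 421 without a filter, 140 with a mean of at least 50 counts and 7 with the term for 4 libraries, and 0 (without neonatal spleen library 3) to 288 (without adult tendon library 1) over the 12 fits.

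Tissue in neonates had 3253 calls in TPM with a pseudocount of 1 against 2110, and 1143 (without neonatal spleen library 1) to 3340 (without adult tendon library 3) over the 12 fits. Tissue in adults had 752 with the DESeq2 Wald test, 4871 with limma-voom, 765 without a filter and 51 with the 2 groups alone, against 349. In TPM it had 61 (pseudocount 1), 53 (pseudocount 0.1) and 26 (no filter), and 57 without 6 rRNA-like genes. The 12 fits gave 131 (without adult spleen library 1) to 2977 (without adult tendon library 3). The interaction had 858 with the DESeq2 Wald test, 2511 with limma-voom and 974 without a filter, and in TPM 205 (pseudocount 1), 26 (pseudocount 0.1) and 31 (no filter), against 400. The 12 fits gave 97 (without adult spleen library 1) to 2118 (without adult tendon library 3). Of the 50 list tests, 26 passed, 23 under fry, 28 with a mean of at least 50 counts and 2 with an estimated correlation, which allows for correlated genes, and 24 to 34 over the 12 fits (34 without adult tendon library 3).

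The share of calls that were higher moved with the scaling and with other settings. For age in tendon it was 58.4% with TMM, 70.8% with DESeq2 size factors (835 higher and 344 lower), 36.5% in TPM (506 and 882), 29.7% with a pseudocount of 0.1 (304 and 720), 48.4% without a filter (411 and 438) and 66.9% in TPM without 6 rRNA-like genes (828 and 410). On counts it was 89.6% with the 2 groups alone (515 and 60) and 41.6% without adult tendon library 1 (523 and 735). For age in spleen it was 57.3% with TMM, 44.5% in TPM (57 and 71) and 90.4% in TPM without 6 rRNA-like genes (1435 and 153). On counts it was 40.1% with limma-voom (1670 and 2493) and 35.7% without a filter (537 and 968). Without adult tendon library 3 it was 39.8% (1192 and 1800). For tissue in neonates 66.6% became 27.1% (880 and 2373), 26.9% (759 and 2064), 33.9% (803 and 1569) and, without 6 rRNA-like genes, 34.9% (1095 and 2044). For the interaction 67.5% became 55.6% (114 and 91) and 38.5% (10 and 16), and for tissue in adults 91.7% became 76.9% (20 and 6) in TPM without a filter. With limma-voom the share for tissue in adults was 43.9% (2140 and 2731).

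With a replicate block, the counts were 804 for age in tendon, 115 for age in spleen, 1808 for tissue in neonates, 224 for tissue in adults, 205 for the interaction and 25 for shared age calls, and 26 lists passed. A replicate block within age gave 1723, 218 and 238 for tissue in neonates, tissue in adults and the interaction. The deviations of libraries with the same number from their group means correlated at 0.057 to 0.291 between neonatal tendon and neonatal spleen, and at -0.222 to 0.049 between adult tendon and adult spleen, so the samples were taken to share only a number. Among the 94 results of named genes, 74 kept direction and call under the replicate block.

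Few named results reversed. Il2ra for age in tendon (-0.09) was 0.05 with DESeq2 size factors and with the Wald test, 0.03 with a mean of at least 50 counts, 0.06 with the 2 groups alone, 0.32 in TPM without 6 rRNA-like genes, and -0.5 (without adult tendon library 3) to 0.2 (without adult tendon library 2) over the 12 fits. Foxp3 for age in spleen was -0.03 with the term for 4 libraries, and for tissue in neonates -0.82 (without neonatal tendon library 3) to 0.27 (without neonatal tendon library 1). Igkc for tissue in adults ran from -5 (without adult tendon library 3) to 0.05 (without adult tendon library 1). Lyz2 for tissue in adults (0.44) was -3.44 with limma-voom, -0.38 with a replicate block, -2.82 with a replicate block within age, -1.73, -1.74 and -1.73 in TPM, -1.69 in TPM without 6 rRNA-like genes, and -3.85 (without adult tendon library 3) to 1.02 (without adult tendon library 1). The interaction of Il10 (0.83) was -0.2, -0.36 and -0.2 in TPM. Over 2291 values of named results under other settings, 1821 kept direction and call, 358 lost the call, 88 gained it and 24 reversed.

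With every library thinned to 420731 counts, 8174 genes could be tested, so depth limits which genes of low abundance were seen. The thinned libraries gave 980, 833, 1467, 305 and 324 calls in the order of the report's contrasts, more than with all counts only for age in spleen. All called genes that were still tested (954, 391, 1545, 302 and 347) kept their direction, and 798, 348, 1300, 232 and 247 of them were called again. The shared age calls had no fit with the 2 groups alone or in TPM, and the interaction has no 2-group fit.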

Other observations

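The counts over other splits were set before the result was seen, and every other test in this part was chosen only after it.

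For age in tendon, age in spleen, tissue in neonates and tissue in adults, 1 of the 10 splits of the 6 samples, the real one, gave as many genes with an adjusted p-value under 0.05. The most that any other split gave was 0, 0, 0 and 1 genes. With 3 samples against 3 the share of splits is never under 0.1, so these counts cannot decide.

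Macrophage genes were higher in neonatal tendon than in neonatal spleen. All 16 tested genes of the list were above every neonatal spleen library in all 3 neonatal tendon libraries, which is consistent with RNA of macrophages or monocytes in the sorted cells. Lyz2 averaged 7730 ± 3220 CPM and Apoe 8850 ± 4140 CPM in neonatal tendon, against 133 and 89.9 CPM in neonatal spleen, and 0 of the macrophage genes are in another list. A lower share of T cell RNA that raised every other cell type alike was argued against, since the B cell list moved the other way (median log2 fold change -0.8 with floor genes at their bound). In the same bounded medians the macrophage, fibroblast and endothelial lists were at 5.83, 5.61 and 5.16, the mast cell list at 4.23, and the erythroid, neutrophil, CD8 or NK and skeletal muscle lists at -0.35, -0.12, -0.14 and -0.58. Whether these transcripts came from other cells in the sort, from RNA taken up by Tregs, or from a difference between the ages or tissues was not tested.

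Counts of Treg genes were also divided by those of the T cell list. These are ratios of separate lists and not shares of T cell transcripts. Other cells in the sort can add to the counts, and macrophage genes averaged 3.37% of neonatal tendon counts. A high ratio is therefore not a measure of Treg content alone. Per 1000 counts of the T cell list, Foxp3 had 20.4 ± 12 counts in neonatal tendon, 7.72 ± 2.67 in neonatal spleen, 11 ± 4.32 in adult tendon and 3.5 ± 0.0333 in adult spleen. In neonatal tendon the libraries had 6.67, 25.6 and 29. The Treg identity list had 1620 ± 175, 659 ± 89.8, 1080 ± 315 and 518 ± 36.3 in the same order, and the effector list 3120 ± 585, 249 ± 36.7, 1480 ± 699 and 196 ± 12.6. Il10 had 117 ± 60.2, 1.86 ± 1.21, 7.73 ± 2.18 and 0.468 ± 0.182. Ctla4 had 138 ± 32.9, 28.5 ± 5.05, 133 ± 62.1 and 24.1 ± 6.58 in that order. Its tendon libraries overlapped between the ages, with 142, 169 and 104 in neonates and 176, 162 and 61.8 in adults. The lower CPM of Ctla4 in neonatal tendon therefore does not show lower expression relative to T cell RNA. This ratio of Ctla4 was not tested.

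Adult tendon library 3 lay nearer to the adult spleen libraries than to the other adult tendon libraries. A spleen library under a tendon label was argued against by its tendon fibroblast genes, at 242 CPM (Wilson 95% confidence interval of the share 0.0226 to 0.026%) against 8.9 to 16.5 CPM in the 6 spleen libraries, and 13 of 16 tested fibroblast genes were above all 6. The male list went the other way, with 0.00261% of its counts against 0.0253% and 0.0298% in adult tendon libraries 1 and 2. Adult spleen libraries had 0.00186 to 0.00703%. The sex of the mice is not given, so the male list cannot decide. RNA of cells without T cell genes, added to Tregs like those of adult tendon libraries 1 and 2, was argued against as the whole cause by the effector list, with 676 counts per 1000 T cell counts against 1830 and 1930. A mixture of adult tendon and adult spleen material like that of the other 5 adult libraries was argued against as the whole cause, because 15 of 16 macrophage genes were above all 5 of them, which no mixture of them gives. B cell, erythroid and neutrophil genes were above all 5 in 9 of 15, 8 of 12 and 7 of 12 genes. Other mixtures, such as blood or spleen cells with another purity together with adult tendon Tregs, could account for the library with the 676 effector counts between the tendon and spleen values (196 in adult spleen), and were not tested. No biological explanation was tested for a single library.

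The term for the 4 libraries rich in rRNA-like counts left 14 calls for age in spleen. A difference between library preparations and the age of the mice cannot be told apart here, because all 4 libraries are neonatal and 2 of the 3 neonatal spleen libraries are among them.

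In TPM the median of all genes lay away from 0. For age in tendon it was -0.64, and without 6 rRNA-like genes -0.06, consistent with the share of TPM that these genes take. The 57-base gene Gm23935 alone took 7.9, 43.1 and 50.4% of TPM in the neonatal tendon libraries. For tissue in neonates the median went from -0.9 to -0.71 and for age in spleen from 0.48 to 0.89, so this share was argued against as the whole cause of those medians. Leaving out immunoglobulin and hemoglobin genes as well gave -0.21, -0.73 and 0.63 for age in tendon, tissue in neonates and age in spleen.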
